A study of Drosophila melanogaster and Drosophila melanogaster
Drosophila virilis and Drosophila virilis with 9 samples.

How the data were processed

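Single cells of stage 6 *Drosophila* embryos were profiled by Drop-seq, in which each droplet joins a cell to a barcoded bead and each captured mRNA carries a unique molecular identifier (UMI). The 7 Drop-seq libraries fell into 2 mixed-species libraries (replicates 1 and 2, *D. melanogaster* and *D. virilis* cells together) and 5 single-species libraries (replicates 3 to 7, *D. melanogaster* alone). There was also 1 bulk mRNA-seq library of intact embryos for each of the 2 species. Per the labels, embryos came from a 1 h egg lay and were aged for 2 h 30 min (*D. melanogaster*) or 3 h 30 min (*D. virilis*), dissociated cells were fixed in 80% methanol and passed through a 20 μm strainer, and the bulk libraries were poly(A)-selected and unstranded, from 200 ng of RNA.

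The deposited Drop-seq tables hold raw UMI counts per gene and barcode, with no normalisation, and the deposited bulk tables hold raw read counts per gene in the form that htseq-count writes. The whole-series table holds raw UMI counts of 1297 cells chosen by the authors. The aligner, the genome build, the gene annotation, the rule that picked barcodes and the rule that picked the 1297 cells are stated neither in the labels nor in the tables. Whole numbers and unequal totals showed that no values had been rescaled. Gene positions come from the BDGP6.54 annotation, matched by symbol (11701 genes) or synonym (3730 genes), which placed 15431 of 15600 genes (98.9%). That build is not necessarily the one behind the counts. In the bulk libraries, 45.2% (*D. melanogaster*) and 17.0% (*D. virilis*) of the counted reads fell on no annotated feature and 10.1% and 12.2% were not unique; these were left out.

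A barcode with at least 1000 UMIs counted as a cell of a species when at least 90% of its UMIs lay on that species' genes, and as mixed otherwise. Cells with at least 3000 UMIs were thinned at random, with a fixed seed, to exactly 3000 UMIs before any gene was called detected, so that depth could not set detection. The ventral gate took cells with UMIs of both *sna* and *twi*, and the dorsal gate cells with UMIs of at least 2 of *zen*, *Doc1*, *Doc2*, *Doc3*, *ush* and *tup*. The posterior gate took cells with UMIs of at least 2 of *byn*, *Abd-B* and *cad*, and the anterior gate cells with UMIs of at least 2 of *oc*, *ems*, *hbn* and *btd*. No UMI of the opposite gate's genes was allowed. Full UMI counts of the gated cells were then summed per library and gate. A library with fewer than 5 cells in a gate was left out of that comparison.

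Differential expression was tested on these sums with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, quasi-likelihood F test, two-sided, Benjamini-Hochberg adjustment, FDR 0.05), with the library as a block in the gate comparisons. Standard errors were derived from the F statistic. CPM values were computed from the counts, over the UMIs or reads on genes. Gene pairs were tested by the mean log2 odds ratio of co-detection over libraries, with 0.5 added to each cell of the table and an exact two-sided sign-flip permutation test, adjusted over 20 pairs. Depth was compared by an exact permutation test of library medians. Drop-seq sums and bulk libraries were compared by correlations across genes of log2 (CPM + 1), for genes with at least 1 CPM in either; genes are not independent replicates, so no p was computed. Excess variation was the variance-to-mean ratio in thinned cells above the median of genes of like mean, ranked among genes with a mean of at least 0.02 UMI per cell. The 1297 cells were clustered with scanpy 1.11.5 and leidenalg 0.10.2 (counts scaled to 10000, log1p, 2000 variable genes, 20 principal components, 15 neighbours, resolution 1). Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and, as an alternative test, DESeq2 1.42.0.

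Groups, tests, gates, gene pairs, markers and alternatives were fixed before the data were examined, except where a choice is said to come later. By that rule, up to 5 genes per direction were named in each comparison: those with the largest absolute log2 change among genes past the threshold, changed in the same direction in every library (or, for the kinds of library, with no overlap between groups), with a mean of at least 10 CPM in the higher group, gating genes left out. For bulk, the named genes had at least 100 CPM in the higher assay and 1 sign in all libraries. The cell type markers were, for mesoderm, *twi*, *sna*, *htl*, *Mef2*, *stumps*, *Ilp4* and *zfh1*; for dorsal ectoderm and amnioserosa, *zen*, *Doc1*, *Doc2*, *Doc3*, *ush*, *tup*, *C15*, *peb*, *pnr* and *Ance*; for ventral neurogenic ectoderm, *sog*, *brk*, *vnd*, *ind*, *SoxN*, *sca*, *vn* and *sim*; for posterior terminal and gut, *byn*, *fkh*, *hkb*, *cad*, *Abd-B*, *apt* and *srp*; for head, *oc*, *ems*, *hbn*, *btd* and *tll*; for pole cells, *pgc*, *nos*, *osk*, *gcl*, *ovo* and *zpg*. A cluster took a class name when at least 3 of that class's markers were raised at least 2-fold and seen in at least 10% of its cells, more than for any other class, and when no other class had more markers among its 10 leading genes.

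The alternatives were DESeq2 in place of edgeR, RLE size factors, no filter on low counts, other depth minima and purity limits, the barcodes of the 1297 cells, all barcodes, no library block, stricter gates, sums of thinned counts, genes without cross-mapping, other pseudocounts, other list lengths, other clustering settings, and each replicate left out in turn. A term for libraries whose tables list *D. virilis* genes and an offset for transcript length were added after the data had been seen. For the gene pairs, the mean log2 odds ratio over all tables with the same margins (hypergeometric) was taken off as a further added alternative, without libraries in which a gene was not detected. Each step was tested on simulated data. With 200 genes changed among 8183 genes, the test of the kinds of library recovered 89.0% of them, with 5.82% of its calls false. The ventral and dorsal test recovered 95.5% with 3.05% false (5565 genes), and the posterior and anterior test 87.5% with 3.85% false (1244 genes). In these simulations all genes had the same dispersion, and libraries differed only in depth apart from the changes. Real genes differ in their spread and real libraries in more than depth, so these rates need not hold for the real data. The step for excess variation found 42 of 200 changed genes, all of them among the 115 with a mean of at least 0.1 UMI, and made 0 false calls among 5033 genes, so it misses most such genes. Binomial intervals are exact (Clopper-Pearson, 95%). All intervals and limits cover counting error only.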

Results

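The data are 7 Drop-seq libraries of dissociated stage 6 embryos and 2 bulk mRNA-seq libraries of intact embryos. The Drop-seq libraries were 2 mixed-species libraries (replicates 1 and 2) and 5 single-species libraries (replicates 3 to 7), and the bulk libraries were 1 of *D. melanogaster* and 1 of *D. virilis*. The *D. melanogaster* strain carries a dsRed reporter under a *vnd* enhancer, whose transcript the tables list as pDsRed. The Drop-seq tables together held 11329 barcodes and 102732563 UMIs. In replicates 1 to 7 the totals were 17611025, 21429520, 19650266, 13760380, 9000510, 8855169 and 12425693 UMIs, on 3247, 2234, 1585, 1261, 1048, 876 and 1078 barcodes. The *D. melanogaster* bulk library had 6608592 reads on genes and the *D. virilis* bulk library 5168603. With at least 1000 UMIs and 90% purity, 7999 barcodes counted as *D. melanogaster* cells, and 5071 of them had at least 3000 UMIs. Across genes, the Pearson correlation of log2 CPM between the sums of any 2 of the 7 libraries lay between 0.987 and 0.995, and no 2 libraries shared more than 5 barcodes.

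Depth per cell was compared between the 2 kinds of library, since the same strain was used in both. The median number of UMIs per *D. melanogaster* cell was 5270.5 ± 1410 (SD, n = 2) in the mixed-species libraries and 4305.7 ± 1521 (SD, n = 5) in the single-species libraries, a difference of 964.8 that did not exceed the spread between libraries (two-sided exact permutation p = 0.476, where 21 arrangements allow no p under 0.0476). After thinning each cell to 1000 UMIs, the median number of genes was 455.0 ± 1.41 (n = 2) and 456.4 ± 12.1 (n = 5), a difference of -1.4 (exact permutation p = 0.905). After Benjamini-Hochberg adjustment over these 2 comparisons, both exact permutation p values were 0.905. Neither direction was stable: with cells of at least 3000 UMIs the difference in UMIs was -2897.05 (exact permutation p = 0.143, n = 2 and 5), and without replicate 2 it was -32.2. Among cells with at least 1000 UMIs, replicate 6 was the shallowest library, with a median of 1936 UMIs per cell. Among cells with at least 3000 UMIs it had the highest median, 11991.

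Mixing cells of a pair of species shows how often a barcode carries RNA of both, be it from doublets or from free RNA. Doublets within 1 species cannot be seen, so the mixed share is not the rate of all doublets. Among barcodes with at least 1000 UMIs, 1124 of replicate 1 were *D. melanogaster* cells, 1865 were *D. virilis* cells and 196 were mixed, a mixed share of 6.15% (exact 95% interval 5.34 to 7.05%). In replicate 2 the numbers were 1106, 990 and 84, a mixed share of 3.85% (3.08 to 4.75%). The intervals of the 2 libraries did not overlap. UMIs of the other species made up 1.95% (replicate 1) and 0.846% (replicate 2) of all UMIs in *D. melanogaster* cells, and 3.14% and 1.70% in *D. virilis* cells. In percentage points the purity limit moved the mixed share most: at 95% purity it was 24.8% in replicate 1 and 11.7% in replicate 2. It also fell with depth, to 2.29% and 0.814% among barcodes with at least 5000 UMIs.

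**Figure D1:**
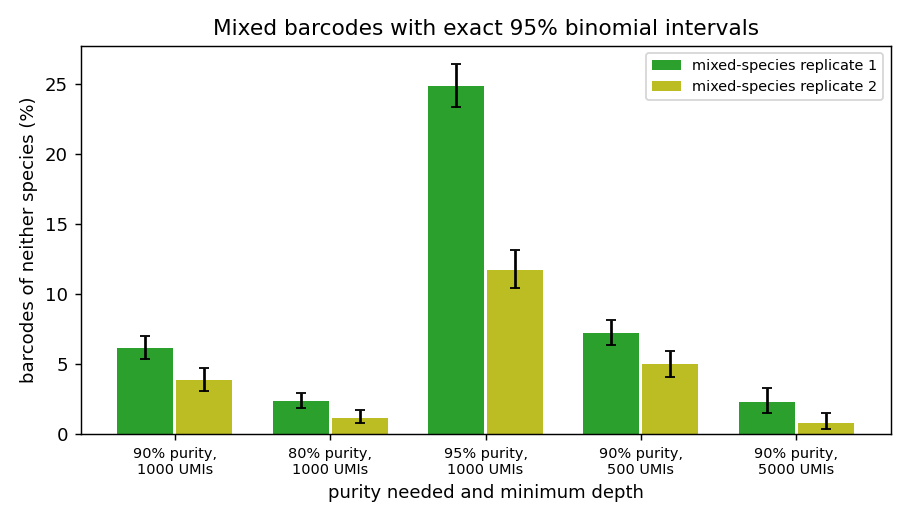
Share of barcodes of neither species (y axis, percent) in the 2 mixed-species libraries, by purity limit and minimum depth (x axis), with exact 95% binomial intervals as error bars. The share runs from 0.814% to 24.8% with the limits chosen, and replicate 1 lies above replicate 2 at each of them.

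Summed single cells were compared with bulk mRNA-seq of whole embryos. CPM was not corrected for transcript length, and *D. melanogaster* Drop-seq over bulk ratios fell with length (mean rank correlation -0.740 across 5032 genes). The correlations therefore mix a difference between the assays with how far the cells together resemble the embryo. Over 8786 *D. melanogaster* genes, the Spearman correlation with bulk was 0.837 ± 0.0135 and the Pearson correlation 0.849 ± 0.0118 (SD, n = 7 libraries). Both lie below the correlations between the Drop-seq libraries over the same genes, of which the lowest were 0.987 (Spearman) and 0.989 (Pearson). For *D. virilis*, over 9280 genes, they were 0.713 ± 0.000372 and 0.695 ± 0.00160 (n = 2 libraries). These correlations run across genes, which are not independent replicates, and each species had 1 bulk library, so the differences from bulk have no replicate check. The filter moved the values most: with genes of at least 10 CPM the *D. melanogaster* correlations were 0.683 and 0.729, and with no filter 0.905 and 0.928.

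Of 1892 *D. melanogaster* genes with at least 100 CPM in the higher assay and 1 sign in all 7 libraries, 48 were over 4-fold higher in Drop-seq and 486 over 4-fold higher in bulk. For genes with a length, median transcript lengths were 621 nt (45 genes) and 4622.5 nt (476 genes), against 2143 nt for 1341 genes within 4-fold. The largest mean log2 ratio of Drop-seq over bulk belonged to *mt:tRNA:A* at 7.42 ± 0.459 (SD, n = 7), from 205 CPM in Drop-seq and 1 read in bulk, so the bulk level rests on counting error. Next were *mt:srRNA* at 4.50 ± 0.736, *BobA* at 4.08 ± 0.257, *CR40469* at 3.73 ± 0.668 and *CR43887* at 3.56 ± 0.107. *BobA* has near-identical copies, so its share of reads is uncertain. On the other side were *CG13900* at -6.74 ± 0.322, *CR31429* at -6.73 ± 0.477, *CR44049* at -6.38 ± 0.204, *CR45871* at -6.37 ± 0.244 and *CR43628* at -5.70 ± 0.420. The bulk library was unstranded, so genes that overlap others are uncertain. In BDGP6.54, *CR31429*, *CR44049*, *CR45871* and *CR43628* each overlap a gene on the other strand, whose reads may be counted for them. *CG13900* overlaps 10 genes on its own strand and 0 on the other, so the missing strand does not bear on it. Of 3367 *D. virilis* genes, 229 were over 4-fold higher in Drop-seq and 1842 in bulk. The *D. virilis* tables give identifiers without names: GJ15698 (6.06 ± 0.0814) and GJ17297 (6.04 ± 0.0689) were highest in Drop-seq, and GJ15949 (-8.12 ± 0.00443) and GJ16182 (-7.57 ± 0.309) highest in bulk (n = 2). These orders hold for a pseudocount of 1: with 0.1, *CR44049* was at -7.71, *CG13900* at -7.16, GJ15949 at -8.50 and GJ16182 at -7.93, and genes not named here had ratios larger in size than GJ15949, GJ16182 and GJ15698.

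Co-detection was tested for 20 gene pairs, 10 with overlapping and 10 with separate expression domains, to ask whether single cells carry the spatial pattern of the embryo. In cells thinned to 3000 UMIs, *sna* was detected in 18.4% ± 3.53 and *sog* in 35.6% ± 3.69 of *D. melanogaster* cells (SD, n = 7). As background, *D. melanogaster* transcripts of *sna* appeared in 0.997% (exact 95% interval 0.592 to 1.57%) and of *sog* in 2.71% (2.01 to 3.57%) of 1806 *D. virilis* cells thinned to the same depth. For *sna* the share was 1.46% of 1097 cells in replicate 1 and 0.282% of 709 cells in replicate 2. The pooled interval excludes the value of replicate 2. For *sog* the shares were 2.73% and 2.68%. Before thinning, the median depths of these *D. virilis* and *D. melanogaster* cells were 5591 and 6360.5 UMIs in replicate 1, and 9344 and 8934.5 in replicate 2. Of the 10 pairs with overlapping domains, 9 had positive log2 odds ratios in 7 of 7 libraries, with means from 2.38 (*byn* and *fkh*, SD 1.04) to 3.72 (*fkh* and *hkb*, SD 0.341). Each gave an exact sign-flip permutation p of 0.0156, the smallest that 7 libraries can give, and 0.0195 after adjustment over the 20 pairs. The last pair, *oc* and *hbn*, had a mean of 4.16 ± 1.13 and the same p, but only 15 cells with both genes and no cell with *hbn* in replicate 6. There the 0.5 added to each cell of the table alone gave a positive value, and over the libraries it lifts the mean to 1.56 at independence. With that mean taken off and replicate 6 left out, a measure chosen after the data were seen, the pair had 3.02 ± 0.970 (positive in 6 of 6 libraries, adjusted exact permutation p = 0.0391).

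Of the 10 pairs with separate domains, 6 had negative log2 odds ratios in 7 of 7 libraries with the same exact permutation p, adjusted 0.0195. Their means were -2.08 ± 1.03 for *sna* and *zen*, -1.42 ± 0.540 for *twi* and *Doc2*, -1.34 ± 0.599 for *dpp* and *sog*, -1.17 ± 0.792 for *Kr* and *gt*, -1.05 ± 0.425 for *sna* and *SoxN*, and -0.57 ± 0.271 for *sna* and *sog*. The other 4 did not pass: *eve* and *ftz* (-0.34 ± 0.570, negative in 6 of 7 libraries, adjusted exact permutation p = 0.202), *Abd-B* and *oc* (-0.31 ± 0.930, 0.469), *vnd* and *ind* (-0.10 ± 0.580, 0.822), and *tll* and *Kr* (-0.06 ± 1.24, 0.969). The pair *vnd* and *ind* rested on 6 cells with both genes. In 6 of these pairs a setting changed the call or the direction. At 5000 UMIs per cell *tll* and *Kr* passed in the positive direction at 0.74 (adjusted exact permutation p = 0.0184, 52 cells with both genes), and *eve* and *ftz* passed at -0.55. At 1500 UMIs *eve* and *ftz* passed at -0.94, and *sna* and *zen* (-0.58) and *Kr* and *gt* (-0.83) no longer passed. When 2 UMIs were needed for detection, *Kr* and *gt* lost the threshold at -0.30, on 1 cell with both genes, and *Abd-B* and *oc* had 0.51, on 2 cells. There *vnd* and *ind* had 3.18 and *tll* and *Kr* 2.25, with 0 and 2 cells with both genes, where the added 0.5 gives 3.30 and 1.94 at independence. In the chosen barcodes *vnd* and *ind* had 0.97 on 2 cells, against 1.08 at independence. These 3 positive values are set by the 0.5 and show no co-detection, although their p was under 0.05.

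**Figure D2:**
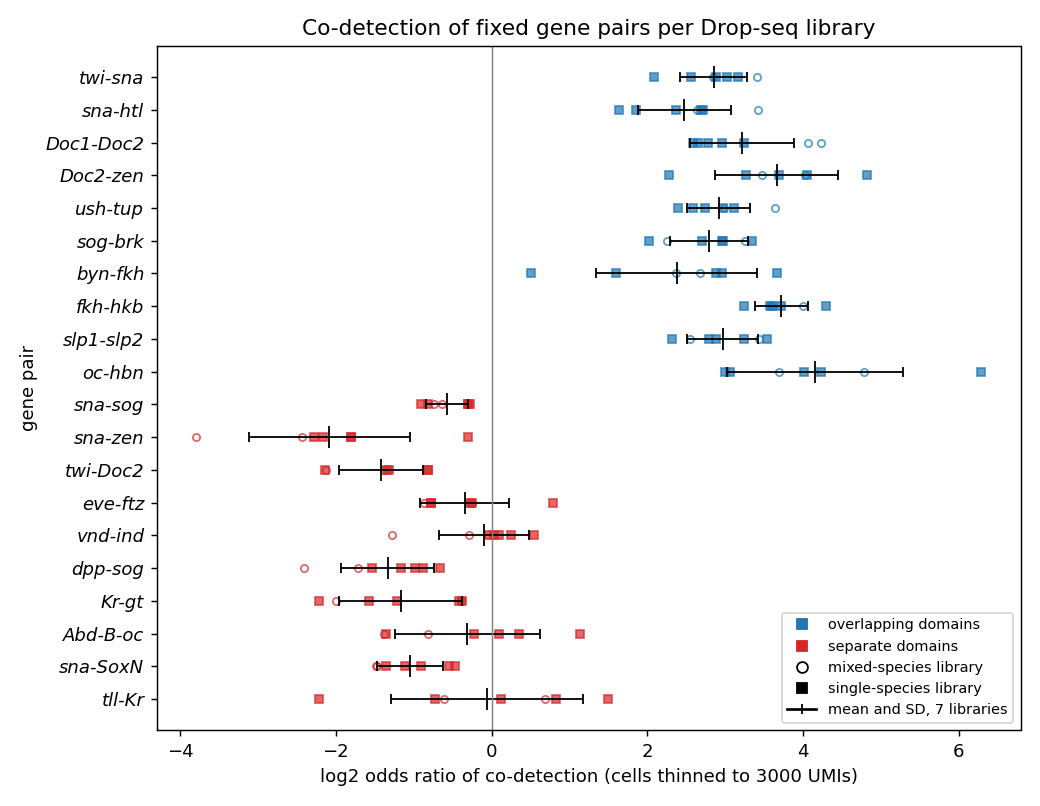
Log2 odds ratio of co-detection (x axis) for 20 gene pairs (y axis) in each of 7 Drop-seq libraries, with the mean and SD as black bars. The 10 pairs with overlapping domains lie above 0 in each library, of which the value of *oc* and *hbn* in replicate 6 holds no cell with *hbn*, and 6 of the 10 pairs with separate domains lie below 0 in each.

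The ventral and dorsal gates compare cells from opposite ends of the dorsoventral axis. The ventral gate held 424 cells, 8.67% ± 1.37 of cells per library (SD, n = 7), and the dorsal gate 708 cells, 13.95% ± 1.46. Only 0.371% ± 0.274 of cells had UMIs of enough genes for both. Ventral-gate cells were deeper than dorsal-gate cells in 7 of 7 libraries, with medians of 26870 and 10160 UMIs in replicate 6. With edgeR, 1449 of 5565 genes passed FDR 0.05 without the 8 gating genes: 697 were higher in the ventral gate and 752 in the dorsal gate, and 1019 of them changed in the same direction in all 7 libraries. The change exceeded 2-fold for 345. The 8 gating genes passed as well, which the gates fix by construction. The count moved most when thinned counts were summed, to 472 (209 ventral, 263 dorsal) of 2357 genes tested, 442 of them shared with the 1449.

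The genes named by the rule in the ventral direction were *gcm*, *CG4500*, *htl*, *zfh1* and *bgm*, each higher in 7 of 7 libraries by edgeR. *gcm* (2L, 9579498 to 9581745) had a log2 change of 5.61 (SE 0.325, adjusted p 1.85e-15), from 1.01 ± 1.48 to 39.6 ± 34.5 CPM (SD, n = 7). It was 4.61 without replicate 3 and 6.22 without replicate 5. *CG4500* (2L, 14027001 to 14029368) changed by 5.01 (SE 0.101, adjusted p 3.55e-27), from 18.1 ± 7.94 to 591 ± 59.5 CPM. *htl* (3R, 18045216 to 18052984) changed by 4.89 (SE 0.154, adjusted p 2.37e-22), from 3.66 ± 1.76 to 113 ± 16.3 CPM. *zfh1* (3R, 30765926 to 30789202) changed by 4.88 (SE 0.117, adjusted p 1.80e-25), from 8.23 ± 3.43 to 246 ± 82.6 CPM. *bgm* (2L, 14013004 to 14019328) changed by 4.67 (SE 0.440, adjusted p 2.61e-10), from 0.354 ± 0.537 to 12.6 ± 3.14 CPM, and by 5.29 without replicate 4. All positions are in the BDGP6.54 annotation, and all 5 are protein-coding. *gcm*, *CG4500* and *zfh1* overlap another annotated gene, so their counts are uncertain where the counting split reads.

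In the dorsal direction the named genes were *ana*, *CG6753*, *CR44953*, *lov* and *Alk*, each higher in the dorsal gate in 7 of 7 libraries by edgeR. *ana* (2R, 9062295 to 9077554) had a log2 change of -5.93 (SE 0.275, adjusted p 5.14e-18), with 0.683 ± 0.847 CPM in ventral-gate and 51.9 ± 11.3 in dorsal-gate cells (SD, n = 7). It was -6.63 without replicate 3. *lov* (2R, 25085780 to 25139627) changed by -5.77 (SE 0.239, adjusted p 2.67e-19), with 1.07 ± 0.875 and 62.0 ± 20.1 CPM. *Alk* (2R, 16625293 to 16640011) changed by -5.73 (SE 0.190, adjusted p 1.01e-21), with 1.99 ± 0.936 and 105 ± 44.4 CPM. *CG6753* (3R, 12640163 to 12642482) and the non-coding *CR44953* (3R, 29755190 to 29759040) each had 3 UMIs in ventral-gate and 236 in dorsal-gate cells, a ratio of 70.8 in favour of the dorsal gate with a 95% counting interval of 23.9 to 346. The totals coincide, while the counts per library differ between these genes. *ana* and *lov* overlap another annotated gene.

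**Figure D3:**
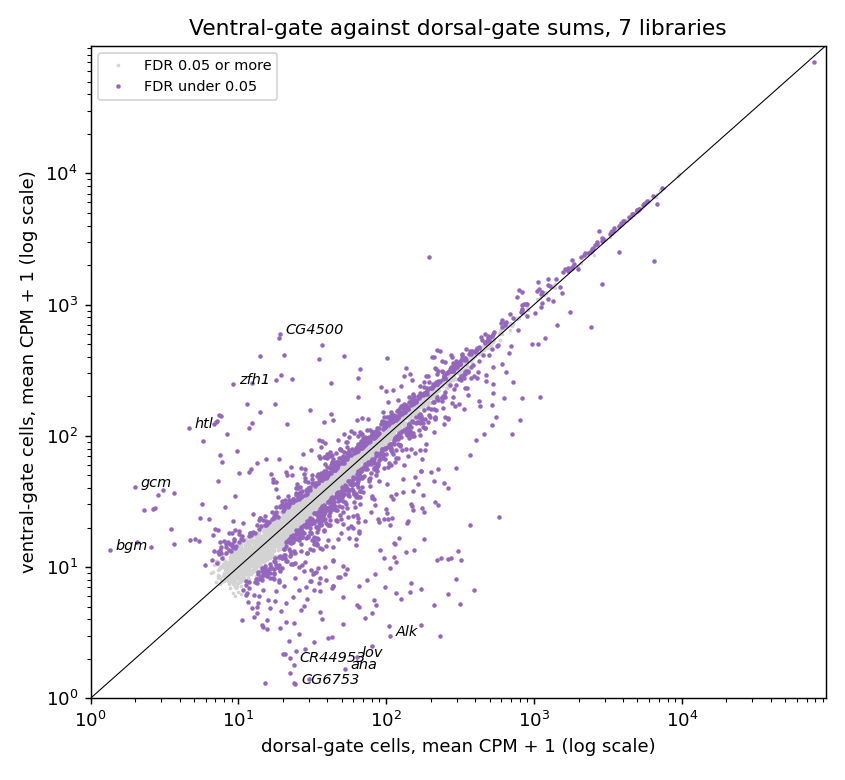
Mean CPM plus 1 in dorsal-gate (x axis) and ventral-gate cells (y axis) over 7 libraries, both on log scales, 1 point per gene. Purple points pass FDR 0.05 in edgeR (1449 genes and the 8 gating genes), the labels mark the 10 genes named by the rule, and the diagonal marks equal levels.

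The posterior and anterior gates compare the ends of the other body axis, on far fewer cells. The posterior gate held 1.03% ± 0.448 and the anterior gate 1.5% ± 0.270 of cells per library (SD, n = 7), 51 and 79 cells in all. Replicates 5 and 6 had fewer than 5 cells in a gate, so 5 libraries were compared. With edgeR, 67 of 1244 genes passed FDR 0.05 without gating genes, 30 higher in the posterior and 37 in the anterior gate. Of these, 58 changed in the same direction in all 5 libraries and 49 by more than 2-fold. The gating genes tested, *byn*, *Abd-B* and *oc*, passed by construction. The count was 15 with sums of thinned counts (359 genes tested) and 152 with no filter on low counts, and the gates that needed 2 UMIs gave 111, with 49 genes shared.

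On the posterior side the named genes were *ken*, *salm*, *dpn*, *ftz* and *D*, and on the anterior side *knrl*, *CG42342*, *fj*, *CG3502* and *grn*, each with 1 direction in 5 of 5 libraries. *ken* (2R, 23870273 to 23877442) had 195 UMIs in posterior-gate and 3 in anterior-gate cells, a ratio of 106 with a 95% counting interval of 35.9 to 520 (edgeR adjusted p 7.33e-09). *salm* (2L, 11434311 to 11445614) had a log2 change of 3.84 (SE 0.217, edgeR adjusted p 2.58e-09), from 49.5 ± 18.2 to 676 ± 227 CPM (SD, n = 5). *dpn* (3.48, SE 0.259), *ftz* (3.32, SE 0.312) and *D* (2.87, SE 0.363) had edgeR adjusted p values of 7.22e-08, 7.38e-07 and 2.95e-05. *knrl* (3L, 20597141 to 20620659) had 3 UMIs in posterior-gate and 170 in anterior-gate cells, a ratio of 34.6 in favour of the anterior gate with a 95% counting interval of 11.6 to 170 (edgeR adjusted p 2.05e-06). *CG42342* (-3.59, SE 0.319), *fj* (-3.15, SE 0.305), *CG3502* (-2.93, SE 0.352) and *grn* (-2.35, SE 0.385) had edgeR adjusted p values of 4.26e-07, 1.09e-06, 1.77e-05 and 0.000508. The log2 change of *D* was 3.53 without replicate 4, that of *knrl* -5.68 without replicate 2 and that of *grn* -3.15 without replicate 1. *dpn*, *CG42342* and *CG3502* overlap another annotated gene.

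Mixed-species and single-species libraries were compared on the *D. melanogaster* cells of each, to ask whether mixing with a second species changed their counts. With edgeR, 0 of 8183 genes passed FDR 0.05 (2 libraries against 5), while 387 had an unadjusted p under 0.05 and DESeq2 called 8, of which 4 were higher in the mixed-species libraries. The groups' libraries did not overlap for 785 genes; chance gives 9.52% of genes. The count was 19 without replicate 3 and 29 with no filter on low counts. In that last fit edgeR's prior degrees of freedom rose from 8.39 to 165, so a gene's own spread between libraries had little weight. The genes *nompC* (log2 change -3.99, SE 0.990, adjusted p 0.858), *CG10232* (-4.85, SE 1.40, adjusted p 0.858) and *betaTub97EF* (-2.07, SE 0.462, adjusted p 0.805) were singled out after their values were seen, and none passes in edgeR with the filter and all 7 libraries. All 3 passed without replicate 3 (edgeR adjusted p 0.00333, 0.00159 and 0.00159) and with no filter. *betaTub97EF* had a log2 change of -2.77 without replicate 1 and -1.55 without replicate 2, each with 1 mixed-species library left. *CG10232* had 2 UMIs in the mixed-species libraries, so its ratio of 28.6 in favour of the single-species libraries has a 95% counting interval of 7.80 to 238. In replicate 3, a single-species library, *CG10232* was at 0.153 CPM, against 2.98 to 7.26 in replicates 4 to 7.

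Without chosen markers, 78 genes lay among the 200 of largest excess variation between cells in each of the 7 libraries, against 3.69e-07 expected if the ranks of 5033 genes were independent. The 10 with the best mean rank were *mt:lrRNA*, *pgc*, pDsRed, *mt:ATPase6*, *CG13427*, *mt:CoI*, *mt:Cyt-b*, *roX1*, *sog* and *Ilp4*. With 1500 UMIs per cell the count was 57, of which 51 were shared.

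The table of 1297 cells chosen by the authors lists 10154 genes, with a median of 20851 UMIs and 3131 genes per cell. Each of its barcodes occurs in exactly 1 library. For 920 cells the counts are identical to those in the library's table; all 356 cells of replicate 3 differ, as do 21 others, 8 of them in over 100 genes, such as a cell of replicate 7 with 46193 UMIs there and 2277 in its library's table. The alternatives with the chosen barcodes use the library tables. Clustering gave 13 groups, 7 at resolution 0.5 and 28 at resolution 2. By the fixed markers, 3 clusters were mesoderm-like with 361 cells (27.8%, exact 95% interval 25.4 to 30.4%), and 2 were ventral neurogenic ectoderm-like with 300 cells (23.1%, 20.9 to 25.5%). Another 3 were dorsal ectoderm and amnioserosa-like with 230 cells (17.7%, 15.7 to 19.9%), 2 took the name of the posterior terminal and gut markers with 175 cells (13.5%, 11.7 to 15.5%), and 1 was head-like with 77 cells (5.94%, 4.71 to 7.36%). In 1 of the dorsal clusters, with 49 cells, all 5 head markers were raised beside 7 dorsal ones, and *Ance* alone of the dorsal markers was among its 10 leading genes, so its name is uncertain. The posterior name is uncertain for 1 of its clusters, with 74 cells: it rested on *fkh*, *hkb* and *srp* without *byn*, *cad* or *Abd-B*, its genes of largest fold began with *croc*, and 2 head markers were raised. The remaining 2 clusters, with 154 cells (11.9%), took no name, and none was pole cell-like. In 1 of these 2, with 46 cells, 6 mesoderm markers were raised and its genes of largest fold began with *gcm*. It took no name because the posterior marker *srp*, and no mesoderm marker, was among its 10 leading genes. The mesoderm-like share leaves these cells out. Clusters and libraries had an adjusted Rand index of 0.00953, and Scrublet marked 5 cells (0.386%) as doublets.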

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

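All tests of explanations in this part were chosen only after the results were seen. Among the 5 single-species libraries, 65 measures were searched for a library far from the others, and 5 were found where chance alone gives 3.25 (about 1 in 20), so the number of such libraries is no more than a little above chance.

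Of these 5, the one with a different kind of value is replicate 3, a library labelled as *D. melanogaster* alone. In it, 0.149% of the UMIs (29225) lay on *D. virilis* genes. The other 4 single-species tables list no *D. virilis* genes, so such UMIs could not be seen there. The distance of replicate 3 from the others is thus fixed by which genes the tables list, though it counts among the 5. Its *D. virilis* UMIs are also a signal in genes no comparison used. One barcode held 7048 of these UMIs, which were 95.4% of its 7387 UMIs, while the other barcodes held 22177, or 0.113% of the UMIs of *D. melanogaster* cells. That share argues against *D. melanogaster* reads assigned to *D. virilis* genes as the source of this barcode. A *D. virilis* cell is a candidate source: over the 100 genes most abundant in *D. virilis* cells, its levels had rank correlations across genes of 0.864 and 0.897 with such cells of replicates 1 and 2, against 0.288 and 0.320 for the *D. virilis* UMIs of replicate 3's other cells. The barcode occurs in neither mixed-species library, and how such a cell came there was not tested. For the 22177 UMIs, free *D. virilis* RNA as the whole source is argued against: drawn down to 7048 UMIs, they had a correlation of 0.320 (95% interval 0.131 to 0.489 from 1000 bootstraps over genes) with *D. virilis* cells of replicate 2 over the 100 genes, and 0.591 over the top 500. The *D. virilis* UMIs of *D. melanogaster* cells in replicates 1 and 2, drawn down alike, gave 0.774 and 0.867, and 0.764 and 0.802. *D. melanogaster* reads assigned to *D. virilis* genes are a candidate source: the *D. virilis* share in cells with at least 20000 UMIs was 0.919 times that in cells with 1000 to under 2000, against 0.226 and 0.143 in replicates 1 and 2. Free RNA as a part stays open.

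The other 4 measures, in replicates 3, 4 and 6, were tested for no explanation. Mitochondrial UMIs made up 12.1% in replicate 6 and 13.7 to 14.2% in the other 4. Replicate 6 was also the shallowest library among cells with at least 1000 UMIs, though not among cells with at least 3000. The anterior gate held 1.99% of cells in replicate 3 and 1.23 to 1.44% in the others. The log2 odds ratio of *sna* and *zen* was -0.31 in replicate 4 and -2.28 to -1.80 in the others, on 17 cells with both genes over 7 libraries. *brk* was detected in 17.2% of thinned cells of replicate 6 and in 12.02 to 13.36% in the others. With 3.25 expected by chance, none of these can be set apart from chance, and no biological explanation was tested, since the design gives none within 1 group.

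*Tom*, a gene higher in dorsal-gate cells in 7 of 7 libraries, differed between the kinds of library in that change: its log2 ventral over dorsal value was -1.52 ± 0.0471 in the mixed-species libraries (SD, n = 2) and -1.98 ± 0.0973 in the single-species libraries (n = 5). The interaction was 0.46 (SE 0.0823, edgeR adjusted p 0.0304), the only 1 of 5565 genes past the threshold, with 300 at an unadjusted p under 0.05. Chance cannot be excluded: 13 of the 21 splits of the libraries into 2 and 5 gave at least as many genes. Free RNA from droplets of the other species may dilute the change, but the test decides nothing, since *Tom* was at 0.765 of its level in *D. melanogaster* cells among the *D. melanogaster* UMIs of *D. virilis* cells. The presence of *D. virilis* cells in the suspension, which the design names, stays untested.

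The reporter transcript pDsRed differed between the kinds of library in its posterior over anterior change by 4.64 on the log2 scale (SE 0.699, edgeR adjusted p 0.00161), the only 1 of 1244 genes, with 60 at an unadjusted p under 0.05. The per-library values were 2.28 and 3.33 in replicates 1 and 2, and 0.72, -3.40 and -1.14 in replicates 3, 4 and 7, so 3 of 5 libraries were above 0. Single libraries carry it: replicate 2 had 381 of the 435 posterior UMIs and replicate 4 had 144 of the 242 anterior UMIs, from gates of 5 to 14 posterior-gate cells. As many genes came from 4 of the 10 splits of the 5 libraries, so chance cannot be excluded, and the presence of *D. virilis* cells stays untested.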

How the results depend on the processing

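The term for tables that list *D. virilis* genes, the offset for transcript length, the gene pair values less their mean at independence and the counts of other splits were chosen after the results were seen; the other alternatives were planned.

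In the comparison of the kinds of library, edgeR's 0 genes (387 at an unadjusted p under 0.05) remained 0 with RLE size factors, deeper cells, the chosen barcodes, barcodes in which *D. melanogaster* UMIs were at least as many as the others, without cross-mapping genes, and with both added alternatives. DESeq2 gave 8, no filter 29 and leaving out each replicate 0 to 19, with 19 without replicate 3 and 0 without any other. Without the filter edgeR's prior degrees of freedom went from 8.39 to 165, which gives a gene's own spread little weight; for the others the cause was not tested. Over the alternatives the adjusted p of *nompC* ran from 3.08e-12 with no filter to 1.00 without replicate 7, with 0.0485 in DESeq2, and *CG10232* and *betaTub97EF* passed only with no filter and without replicate 3.

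Of the counts for the ventral and dorsal gates (1449), DESeq2 gave 861, no library block 911, the chosen barcodes 936 and sums of thinned counts 472. The last of these tested 2357 genes in place of 5565, and the chosen barcodes 4571. The cause was not tested for DESeq2 and the missing block. Of the 861, 860 were shared with the 1449 in direction too, as were all 911 without the block. Without the block 40.1% of the genes were higher in the ventral gate, against 48.1%. Leaving out each replicate gave 1212 to 1361. The 11 named genes (*Tom* included) kept their direction and side of the threshold in all 154 values that the alternatives and left-out replicates gave for them. Leaving out 1 library moved *gcm* (4.61 without replicate 3, 6.22 without replicate 5), *ana* (-6.63 without replicate 3) and *bgm* (5.29 without replicate 4) by over 1.5-fold.

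The posterior and anterior count (67) was 152 with no filter, 111 with gates of 2 UMIs and 15 with thinned sums, which tested 359 genes in place of 1244. Gates of 2 UMIs took other cells, and the share higher in the posterior gate went from 44.8% to 55.0%. Without the filter the prior degrees of freedom went from 13.0 to no finite value, and the median log2 change of all genes was -0.10. Leaving out each of the 5 replicates gave 47 to 72, and moved *D* (3.53 without replicate 4), *knrl* (-5.68 without replicate 2) and *grn* (-3.15 without replicate 1) by over 1.5-fold. pDsRed reversed to -0.51 with gates of 2 UMIs and had 1.72 with cells of at least 5000 UMIs, without passing. With a replicate left out it ranged from -0.73 (without replicate 2) to 1.62 (without replicate 4, where it passed at an edgeR adjusted p of 0.0369). The test on the chosen barcodes was not run, since no library had 5 cells in both gates.

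The number of gene pairs past the threshold (16) was 15 to 18 with every library in and 16 to 17 with a replicate left out; *eve* and *ftz* passed without replicate 4. At 5000 UMIs *tll* and *Kr* reversed to 0.74 and passed as positive, and at 1500 UMIs they reversed to 0.72 and *vnd* and *ind* to 8.85e-06. When 2 UMIs were needed, *vnd* and *ind* gave 3.18, *tll* and *Kr* 2.25 and *Abd-B* and *oc* 0.51, and *vnd* and *ind* gave 0.97 in the chosen barcodes and 0.0109 without the deepest cells. The added 0.5 lifts such rare pairs: at independence it gives 3.30, 1.94, 0.831, 1.08 and 0.342 for these 5 values, so it accounts for their sign. The 3.18, 2.25 and 0.97 count among the pairs that passed.

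With the mean at independence taken off, 16 pairs passed, and 14 to 17 under the other depths, detection limit and choices of cells. The 15 with 2 UMIs include *vnd* and *ind* at -0.14, a sign fixed by 0 cells with both. *oc* and *hbn* passed in none of these others, at 0.84 with 1500 UMIs and 1.40 with 5000, and *byn* and *fkh* had 0.63 with 2 UMIs without passing. *Abd-B* and *oc* passed in the chosen barcodes at -0.99 (adjusted exact permutation p = 0.0391), on 1 cell with both genes against 5.74 at independence. With 2 UMIs *eve* and *ftz* passed at -1.33 (adjusted exact permutation p = 0.0417), on 3 cells against 11.4. Neither passed there before the mean was taken off. *tll* and *Kr* at 5000 UMIs stayed at 0.75, on 52 cells with both genes against 39.5 at independence; the cause was not tested. Their Spearman correlation was 0.00522. With a replicate left out *vnd* and *ind* ranged from -0.20 to 0.10, above 0 without replicate 1, and *tll* and *Kr* from -0.32 to 0.30, above 0 without replicates 2, 4 or 7. Of the other values, 126 stayed on their side, *sna* and *zen* lost the threshold at 1500 UMIs and *Kr* and *gt* there and with 2 UMIs (-0.30), and *eve* and *ftz* gained it at 1500 and 5000 UMIs (-0.94 and -0.55).

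The mixed share of replicates 1 and 2 was 2.35% and 1.19% at 80% purity, 24.8% and 11.7% at 95%, 7.22% and 4.99% with at least 500 UMIs, and 2.29% and 0.814% with at least 5000. The purity limit sets the share by construction; for depth the cause is taken up with the mixed barcodes.

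The difference in median UMIs reversed to -2897.05 with at least 3000 UMIs, and that in genes to 3; with a replicate left out they ranged from -32.2 to 1961.8 and from -4 to 3.25, with 0 genes without replicate 5, 3.25 without replicate 6 and -32.2 UMIs without replicate 2. With every library in, the exact permutation p values under these minima were 0.143 to 0.952, where 21 arrangements allow 0.0476. With a replicate left out the smallest possible p is 0.0667 or 0.167, so those tests decide nothing. The cause was not tested.

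For *D. melanogaster* against bulk, the Pearson correlation was 0.820 with a pseudocount of 0.1. Spearman and Pearson were 0.905 and 0.928 with no filter and 0.683 and 0.729 with at least 10 CPM. With a replicate left out they stayed at 0.833 to 0.839 and 0.846 to 0.851. For *D. virilis* Pearson was 0.718 and 0.594 with pseudocounts of 0.1 and 10; Spearman and Pearson were 0.841 and 0.800 with no filter and 0.471 and 0.467 with at least 10 CPM, and Spearman 0.714 with all barcodes. With a replicate left out they were 0.712 to 0.714 and 0.693 to 0.697. Of the named bulk genes' values, 26 moved and 74 did not; all 26 came with another pseudocount or all barcodes, and none reversed. The filters change the range of levels by construction; the cause was not tested for the rest.

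The list of variable genes (78) had 37 genes from the top 100 and 183 from the top 500, as the list lengths fix, and 79 to 93 with a replicate left out, which cannot be fewer than 78. It had 93 genes with 5000 UMIs per cell (71 shared with the 78) and 89 with a mean of at least 0.1 UMI (67 shared). Ranked by the share of cells without the gene above that of a Poisson law, it had 94, of which 51 were shared. Clusters (13) numbered 7 and 28 at resolutions 0.5 and 2, as resolution sets, and 11 to 14 otherwise. Membership also changed. The adjusted Rand index with the 13 clusters was 0.479 with 10 principal components and 0.626 with 40. It was 0.547 with square root scaling and 0.765 without the Scrublet-marked cells. The intervals of the class shares do not cover such changes. No paired analysis was possible because the 2 kinds of library share no replicate numbers; the gate comparisons had the library as a block.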

Other observations

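All tests in this part were chosen only after the results were seen.

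Swapping the ventral and dorsal gates within libraries gave as many genes as the real gates (1449) in 1 of 64 arrangements, the real one, so chance assignment can be excluded for that count. For the posterior and anterior gates it was 1 of 16, with 0 genes in the other 15 against 67. Since 16 arrangements cannot give a share under 0.05, the swaps alone cannot exclude chance there.

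Replicates 2 and 3 stood apart from the other libraries: as a pair they gave 547 genes in edgeR where the real kinds of library gave 0 (387 at an unadjusted p under 0.05, DESeq2 8). Each library's deviation from the mean followed transcript length, with rank correlations across 5032 genes of -0.22, 0.42, 0.60, -0.61, -0.40, 0.22 and -0.28 in replicates 1 to 7. With an offset for length the pair still gave 59 genes, down from 569 on the 8124 genes with a length, which argues against length as the whole cause and leaves it open as a part. Reads from unspliced RNA would follow the whole gene span, but at fixed transcript length the mean absolute correlation with span was 0.0355, against 0.194 for length at fixed span. What gives the libraries a length trend was not tested further, and no biological explanation was tested.

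Genes low in the 3 libraries whose tables list *D. virilis* genes (replicates 1, 2 and 3) may have lost reads to those genes in a combined reference. In the table of chosen cells, replicate 3 has 31191 more UMIs than in its own table. Its chosen cells hold 12444 UMIs on *D. virilis* genes, so UMIs counted there cannot make up the whole gain. A single cell went from 8893 to 17581 UMIs. Of genes named alike in both species, the 8 with at least 10 *D. virilis* UMIs gained a median of 0.187%. The median was 0.183% for 113 other genes of like count. In the table of chosen cells, 17 genes gained at least 10 UMIs and 1.5-fold. Of these, 82.4% lay below replicates 4 to 7 in both replicates 1 and 2, against 13.6% of 7015 other genes (chance gives 6.67%). *nompC* went from 20 to 76 UMIs and *CG10232* from 2 to 31. This does not cover *betaTub97EF*, also low in these libraries, whose UMIs went from 408 to 402, a ratio of 0.985. The kind of library and the reference are confounded in replicates 1 and 2.

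Barcodes with UMIs of both species are a candidate for doublets, but only 7.14% of the 280 reached the summed median UMIs of 1 cell of each species, which argues against doublets as the cause of most. Free RNA in shallow barcodes is a possible explanation: the mixed share was 8.42% (7.24 to 9.72%) in replicate 1 and 7.77% (6.15 to 9.66%) in replicate 2 among barcodes with under 5000 UMIs, against 2.29% and 0.814% above. Doublets of shallow cells stay open, and doublets within 1 species cannot be seen.

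The chosen cells leave out 298 of 1586 barcodes with at least 12504 UMIs on the genes of their table. Of the 298, 155 (52.0%) had more than the 2 *pgc* UMIs that no chosen cell exceeds, so leaving out pole cells does not cover the rest. Of the 155, 85 had at least 10 *pgc* UMIs (27 of them at least 100), and leaving out pole cells may account for these 85. There 4 other pole cell markers (*nos*, *osk*, *gcl* and *zpg*) were higher than in chosen cells in 7 of 7 libraries, with mean log2 ratios from 2.14 to 4.96, and *ovo* at 1.24 in 5 of 7. Each of the 4 had an exact sign-flip permutation p of 0.0156, the smallest 7 libraries can give, which adjusted over 15 tests is 0.0586 and fails the correction. For the 70 barcodes with 3 to 9 *pgc* UMIs pole cells and other cells with free *pgc* RNA cannot be told apart: *nos* had a mean log2 ratio of 1.09 ± 1.36 (higher in 5 of 7 libraries), and the lowest adjusted exact permutation p of the 5 markers was 0.156 (*ovo*, 0.98 ± 1.01, 6 of 7). The 143 barcodes without more *pgc* had *zpg* at 17.9 CPM, as in chosen cells (17.9). In 6 of 7 libraries they were above chosen cells for *beat-IIIc* (31.4 against 3.88 CPM), *ps* (44.6 against 14.2) and *exex* (5.41 against 1.85). These genes were singled out for being high in missing barcodes. Of the other genes singled out alike, *CG32053* was above in 4 of 7 libraries (8.57 against 3.57 CPM). *stai* was above in 2 of 7 (1.56 against 2.64). What the 143 barcodes are was not tested.

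pDsRed was detected in 39.8% ± 8.22 of thinned cells (SD, n = 7) and *vnd* in 3.70% ± 1.26. Free RNA is unlikely as the whole cause, since 3.32% of 1806 *D. virilis* cells had it. Reporter RNA in the ventral neurogenic ectoderm beyond *vnd* cells is a candidate explanation for a part: 62.1% ± 6.46 of cells with *sog* had pDsRed, and 27.6% ± 8.11 of cells without *sog*. It does not cover all, since 56.1% of cells with pDsRed had *sog*, and 38.6% ± 11.7 of ventral-gate and 23.1% ± 7.45 of dorsal-gate cells had pDsRed. The mesoderm marker *Ilp4* also went with it (log2 odds ratio 1.11 ± 0.339, 7 of 7 libraries, adjusted exact permutation p = 0.0413), as did 7 of 8 neurogenic markers and no other marker of the lists tested, which left out pole cells. A higher level of the reporter is also a candidate for a part. In the cluster of chosen cells led by pDsRed, mean scaled counts were 41.1 for pDsRed and 0.965 for *vnd*. In the other chosen cells they were 2.77 and 0.0791. Of thinned cells with *vnd*, 85.3% ± 7.51 had pDsRed, while 8.30% of those with pDsRed had *vnd*. How much of the gap in detection the level accounts for was not tested. Transcripts of the reporter lasting longer than those of *vnd* stay untested.

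*roX1*, a gene of X chromosome dosage compensation, varied between cells. If cells high in it were males whose X dose is not yet compensated, they would have a lower share of X chromosome UMIs, counted without *roX1* and *roX2*; the quartile of cells with most *roX1* had 0.517 ± 0.189 percentage points more than the quartile with least (higher in 7 of 7 libraries, exact permutation p = 0.0156). Cause and sex were not tested otherwise.

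Drop-seq over bulk ratios fell with transcript length (mean rank correlation -0.740 ± 0.0331 over 7 libraries, across 5032 genes), a candidate cause being that bulk reads accumulate along a transcript. Of genes over 4-fold higher in bulk, 52.9% overlap another gene, against 48.5% of genes within 4-fold; reads of overlapping genes in the unstranded library cannot be told apart by this.

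The chosen barcodes carry a suffix from 1 to 11 whose meaning is not stated. It may mark a group of cells of like expression: its adjusted Rand index with the clusters was 0.250, and 0.00531 was the highest of 1000 shuffles. Against the suffix as a mark of the library stands an index of 0.0133 with libraries.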
